A study of Mus musculus with 4 samples.

How the data were processed

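The study compared steroid-deprived C2C12 mouse myotubes after 2 h of vehicle or 1 µM dexamethasone by sequencing nascent RNA, with 2 libraries per group. Per the labels' protocols, nuclei were isolated and lysed with detergent, the chromatin pellet was washed free of unbound RNA, and RNA was purified from it on columns. The labels name a stranded total RNA kit in one sentence and a stranded mRNA kit in another, so which of these was used is not settled here. The deposited values are raw read counts per gene in one table for the whole series, with a gene symbol, an MGI identifier and an Ensembl identifier per row. The aligner, the counter, the genome build and the annotation are not stated in the labels or the table, nor whether counts cover exons alone or whole genes. Groups and replicate numbers were taken from the sample titles, and every column of the table was matched to a sample by its name.

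The table has 23333 rows. In 51 of these a gene and all of its counts repeat an earlier row, and these were used once; 26 further rows share a symbol with another row but hold other counts and were kept as separate features. That left 23282 features, of which 5402 had 0 counts in every library. No row lacked a gene name. Because the files name no genome build, no coordinates are given. The GENCODE M21 annotation (GRCm38) served only for gene lengths, strands and the order of neighbouring genes, matched on the Ensembl identifier; 99.5% of tested genes had a length.

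Totals used were 19631435, 35116830, 32463331 and 88596296 counts for vehicle 1, vehicle 2, dexamethasone 1 and dexamethasone 2, with TMM factors of 0.950, 1.08, 0.924 and 1.05. Genes were filtered with filterByExpr on group (minimum count 10, minimum total 15), which left 13285. They were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The residual degrees of freedom were 2 and the prior degrees of freedom 2.56. Each SE of a log2 fold change is its absolute unshrunk value divided by the square root of the test's F statistic. It was thus derived from the test and is not a separate measure of precision. CPM values in the text are scaled by TMM, with mean ± SD over 2 libraries, and the log2 values per library behind the correlations and set tests have a prior count of 2 added. Shares of a library carry 95% Wilson intervals, which cover counting error only since the reads have no molecular identifiers.

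The 4 gene lists (glucocorticoid-induced, muscle atrophy, inflammatory, contractile and myogenic) were written from general knowledge before the data were examined, and were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), with fry and with camera on an estimated correlation as checks. Also fixed before the data were examined were the design, the alternatives unless said otherwise, and the rule for naming genes: the 10 genes with the largest rise and the 6 with the largest fall among those past the threshold whose libraries do not overlap between groups and which have at least 20 counts in each library of the higher group, members of the lists, Nr3c1, and a few genes that describe the libraries. Only 5 genes met the first part of the rule. The values of 1 list member are not reported here.

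The alternatives were DESeq2 size factors, upper quartile scaling and library size only in place of TMM; no filter beyond 1 count, or at least 10 counts in every sample; DESeq2 1.42.0 (Wald test), limma-voom and edgeR's likelihood ratio test; the replicate number as a block, alone and with a gene length correction (loess span 0.3); thresholds of 0.1 and 0.01; and leaving out each library in turn. The fits without one library leave 1 library in a group and give fold changes only. Libraries thinned to the smallest total, all rows as deposited, and the block combined with fry or an estimated correlation were added after seeing the data.

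The tests were run on simulated data with 200 changed genes. In the simulation without a shift the spread between libraries came from the fit without a block. In the one with a shift it came from the blocked fit, where it is smaller, so the shift is not their only difference. With no shift between replicate numbers, the test without a block recovered 96 of 200 and made 13 false calls among 109, also above the nominal rate. With a shift like the one seen between the replicate numbers it recovered 24 of 200 with 0 false calls. The blocked fit recovered 195 of 200, but 43 of its 238 calls were false, well above the nominal rate. The share of false calls depends on how many genes change, so it need not hold for the real data. Of 200 unchanged gene sets, at most 2% had a camera p under 0.05 in any of these simulations. The counts of each gene were drawn independently and the sets were picked at random. This rate therefore does not show how preset camera behaves on lists of genes that vary together.

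The totals differ by library, and a gene near 10 counts in the smallest has little precision there. Genes listed at 0 were not read as silent: on one strand of chromosomes 9 and 19 long stretches of neighbouring genes have 0 counts in every library, and they include Zbtb16 and Tpm1.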

Results

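Nascent RNA was measured in C2C12 myotubes, the multinucleated muscle cells that form when this mouse myoblast line is withdrawn from growth and allowed to fuse. The cells had been deprived of steroids and were then given either vehicle or 1 µM dexamethasone, a synthetic glucocorticoid that binds the glucocorticoid receptor, for 2 h. RNA that stayed bound to the chromatin of isolated nuclei was sequenced, so the counts follow transcripts that are still being made or have not yet left their template, introns included where the counting allowed it. There were 2 libraries per group, 4 in all. The total gene count was 19631435 in vehicle replicate 1, 35116830 in vehicle replicate 2, 32463331 in dexamethasone replicate 1 and 88596296 in dexamethasone replicate 2. A gene therefore rests on far more reads in dexamethasone replicate 2 than in vehicle replicate 1, and intervals given for a share cover counting error only.

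The make-up of the libraries was compared first. Ttn, the very long titin gene, alone took 11.22% of the counts of vehicle replicate 1 (95% Wilson interval 11.20% to 11.23%) and 10.47% of those of dexamethasone replicate 1 (10.46% to 10.48%), against 4.44% in vehicle replicate 2 (4.43% to 4.44%) and 4.21% in dexamethasone replicate 2 (4.21% to 4.21%). The nuclear RNA Malat1 took between 2.59% and 3.18% of each library, and Xist between 0.365% and 0.403%. Ddx3y, Eif2s3y, Kdm5d and Uty together had 46, 52, 41 and 139 counts in vehicle 1, vehicle 2, dexamethasone 1 and dexamethasone 2, which is at most 2.34 CPM (counts scaled to a common library total). The labels give the line as female. Across the 13285 tested genes, the log2 CPM of libraries with the same replicate number correlated more closely (Pearson's r of 0.981 and 0.989) than those of libraries from the same group (0.973 for vehicle and 0.980 for dexamethasone). These correlations are across genes, which are not independent replicates. The libraries thus split by replicate number as well as by treatment, and within one number there is 1 library per group, too few for a test. No pair of libraries was as alike as one library deposited a second time would be, since the chi-square statistic per degree of freedom ran from 37.3 to 187. This does not show whether they came from separate cultures, and the 4 were counted as separate samples because the labels give them as such.

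The comparison the design implies is dexamethasone against vehicle, which asks which genes change their transcription within 2 h of glucocorticoid exposure. Of 13285 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (two-sided, no replicate term), 5 were higher after dexamethasone at an adjusted p under 0.05 and 0 were lower. All 5 changed at least 2-fold. At an unadjusted p under 0.05, 543 genes were higher and 225 lower, 768 in all, where 664.25 would be called by chance. Both dexamethasone libraries lay above both vehicle libraries in 1993 genes and below them in 1713 genes, where chance gives 16.7% of genes, or 2214, for each direction if the 4 libraries are exchangeable. They are not quite, since libraries with the same replicate number resemble each other, which lowers the share that chance gives by an amount not computed here. The alternative that moved the number of calls most was a fit with the replicate number as a block and a gene length correction, which called 1062 genes higher and 1034 lower, and the block alone called 913 and 768. The biological coefficient of variation common to all genes was 0.245 without the block, and in simulated libraries with a shift between replicate numbers this test recovered 24 of 200 changed genes, so genes that did not pass the threshold are not shown to be unchanged.

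Among these 5 genes the largest rise was that of Fkbp5 (ENSMUSG00000024222), which encodes a co-chaperone of steroid receptors. It had 400 and 819 counts in the vehicle libraries and 30537 and 65051 in the dexamethasone libraries, or 21.5 ± 0.0889 (SD, n = 2) against 858 ± 228 (SD, n = 2) scaled CPM. Its log2 fold change was 5.32 (SE 0.263), with an edgeR adjusted p of 0.0429. The same adjusted p held for the other four genes, since the adjustment ties neighbouring ranks. Slc10a6 (ENSMUSG00000029321) went from 0.731 ± 0.0279 to 23.8 ± 4.23 CPM (SD, n = 2 each), a log2 fold change of 5.03 (SE 0.251). It is the least abundant of the 5, with 14 and 27 counts in the vehicle libraries. Mertk (ENSMUSG00000014361), a receptor tyrosine kinase gene, went from 12.8 ± 1.06 to 193 ± 20.1 CPM, a log2 fold change of 3.91 (SE 0.163). Pdk4 (ENSMUSG00000019577), which encodes a kinase that inhibits pyruvate dehydrogenase, went from 3.79 ± 0.122 to 32.7 ± 1.03, a log2 fold change of 3.11 (SE 0.160). Spsb1 (ENSMUSG00000039911) went from 66.3 ± 0.564 to 331 ± 8.39, a log2 fold change of 2.32 (SE 0.122). In each of these 5 genes the difference between the group means exceeded the SD of either group. Leaving out any one library gave log2 fold changes of 5.02 to 5.56 for Fkbp5 and 2.29 to 2.35 for Spsb1. None of the 5 passed under limma-voom, where their adjusted p lay between 0.0598 and 0.121, and Pdk4 and Spsb1 did not pass when counts were scaled by library size only (adjusted p of 0.110 for each).

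**Figure D1:**
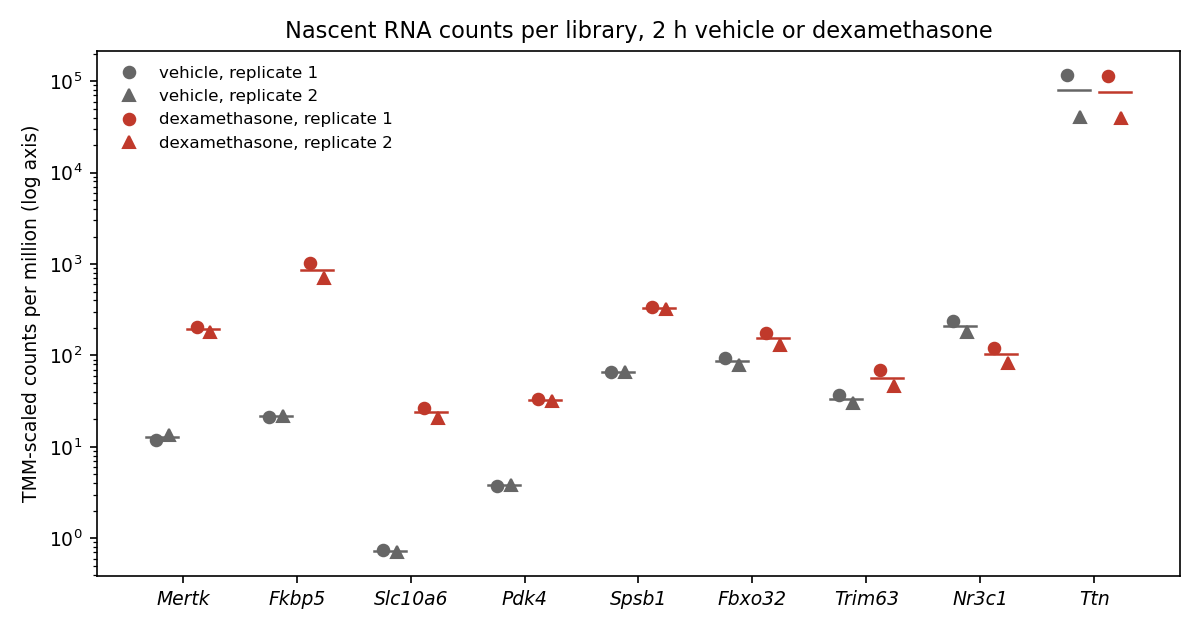
TMM-scaled CPM on a log axis in each of the 4 libraries (circles replicate 1, triangles replicate 2, grey vehicle, red dexamethasone, horizontal lines group means) for the 5 called genes and for Fbxo32, Trim63, Nr3c1 and Ttn. The called genes separate by treatment, with Fkbp5 at 21.5 against 858 CPM, whereas Ttn separates by replicate number.

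**Figure D2:**
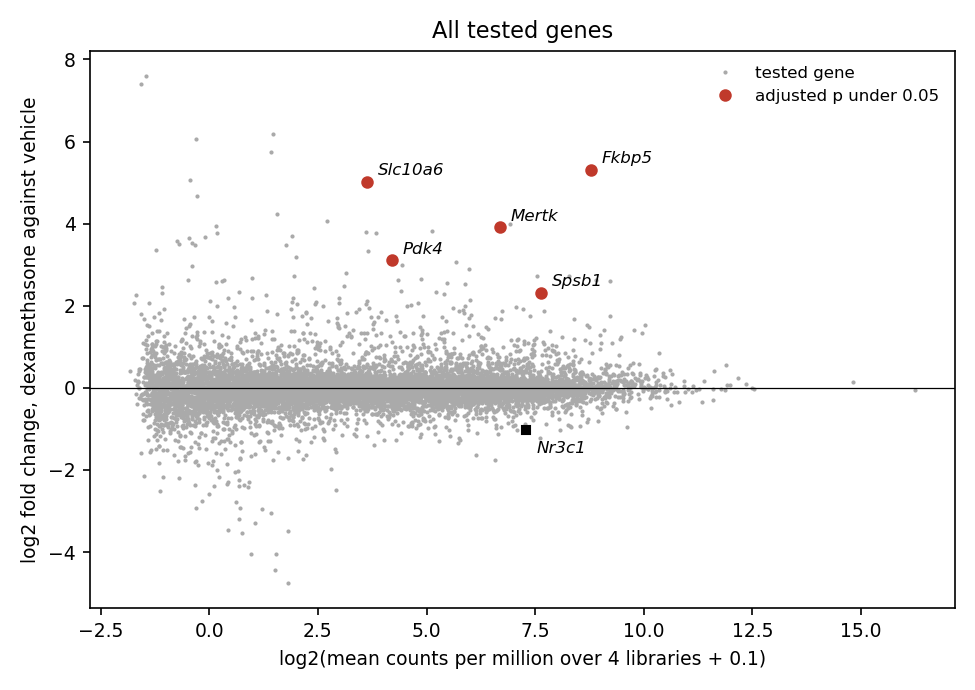
Log2 fold change of each of the 13285 tested genes (vertical axis) against its mean abundance on a log2 scale (horizontal axis, with 0.1 added), with the 5 genes past an adjusted p of 0.05 in red and Nr3c1 as a black square. The 5 genes lie at log2 fold changes of 2.32 to 5.32, and some genes with larger changes at low abundance did not pass.

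Nr3c1 (ENSMUSG00000024431), the gene of the glucocorticoid receptor itself, had 4434 and 6838 counts in the vehicle libraries and 3640 and 7821 in the dexamethasone libraries. That is 209 ± 40.8 against 103 ± 26.6 scaled CPM (SD, n = 2 each). Both dexamethasone libraries were below both vehicle libraries, with a log2 fold change of -1.03 (SE 0.251). The fall did not pass the threshold over all genes (edgeR unadjusted p 0.0114, adjusted p 0.430). It did pass under DESeq2's Wald test (adjusted p 0.0194) and under edgeR's likelihood ratio test (adjusted p 0.0272), and the range over all alternatives was 1.18e-05 to 0.434. Its log2 fold change ran from -1.32 to -0.78 across the 4 fits that each left out one library.

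Next, 4 lists of genes written before the data were examined were tested as sets. Of 40 genes known to be induced by glucocorticoids in various cells, 36 were abundant enough to test. Their median log2 fold change was 1.64; 29 were higher and 7 lower, and in 28 of them both dexamethasone libraries exceeded both vehicle libraries. Without a replicate term, 3 members passed an adjusted p of 0.05 over all genes tested in edgeR (Fkbp5, Mertk and Pdk4). Adjusted over the list alone 21 passed, all higher. The set test camera with a preset inter-gene correlation of 0.01 gave an adjusted p of 3.56e-27 over the 4 lists, and fry gave 0.00784. With the correlation estimated from the data, camera gave 0.0502, just outside the threshold, both here and for the list of atrophy genes, while fry held for both. Without a replicate term, members that passed only over the list alone included Errfi1 (log2 fold change 3.98, SE 0.262) and Mt2 (3.77, SE 0.346). Mt1 (2.64, SE 0.219), Per1 (2.53, SE 0.186), Ampd3 (1.99, SE 0.153), Sgk1 (1.87, SE 0.152) and Klf9 (1.62, SE 0.150) did so too. The edgeR adjusted p over all genes was 0.0989 for Errfi1 and 0.117 for the others. Mt1 and Mt2 are close relatives, and how reads matching both were counted is not stated. Tsc22d3 rose by 2.72 (SE 0.455). Snai2 fell by 0.62 on the log2 scale (SE 0.206), the lowest value in the list. With the replicate number as a block, 24 members were called higher and 3 lower over all genes, though 43 of 238 blocked calls were false in simulation. Zbtb16 was listed at 0 in all 4 libraries, but it lies in a stretch of 439 consecutive genes of one strand of chromosome 9 that are all listed at 0, so it was not measured here.

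The second list held 36 genes tied to muscle atrophy, of which 35 were tested. The median log2 fold change was 0.30, with 27 higher and 8 lower. The camera adjusted p was 6.75e-09 and the fry adjusted p 0.00784. Without a replicate term, only Pdk4 passed over all genes in edgeR, and adjusted over the list alone 9 genes were higher and 1 was lower. With the replicate number as a block, 18 members were called higher and 2 lower over all genes, though 43 of 238 blocked calls were false in simulation. The median depended on single libraries: it was 0.52 without vehicle replicate 2 and 0.22 without vehicle replicate 1. As 7 tested members also stand in the glucocorticoid-induced list, the 28 others were tested by themselves. Their median was 0.09, with 20 higher and 8 lower, a camera p of 0.000636 and a fry p of 0.0199, neither adjusted. The genes of the ubiquitin ligases atrogin-1 and MuRF1, Fbxo32 and Trim63, rose by 0.83 (SE 0.208) and 0.76 (SE 0.249) on the log2 scale. The size of the rise depended on single libraries. It ran from 0.59 to 1.04 for Fbxo32 and from 0.45 to 1.03 for Trim63. Each was lowest without dexamethasone replicate 1 and highest without dexamethasone replicate 2. In both genes replicate 1 was higher than replicate 2 in each group, so leaving out a library also unbalances the replicate numbers. Fbxo32 passed over the list alone (edgeR adjusted p 0.0431) and Trim63 did not (0.0908). Over all genes the edgeR adjusted p without a replicate term was 0.449 for Fbxo32 and 0.714 for Trim63. In the blocked fit the edgeR adjusted p was 0.000629 for Fbxo32 and 0.00292 for Trim63. Foxo3 rose by 1.49 (SE 0.162), Cblb by 1.19 (SE 0.186), Pik3r1 by 0.86 (SE 0.133) and Irs2 by 1.05 (SE 0.176), and Irs1 fell by 1.21 (SE 0.193). All 5 of these passed over the list alone and none over all genes without a replicate term.

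**Figure D3:**
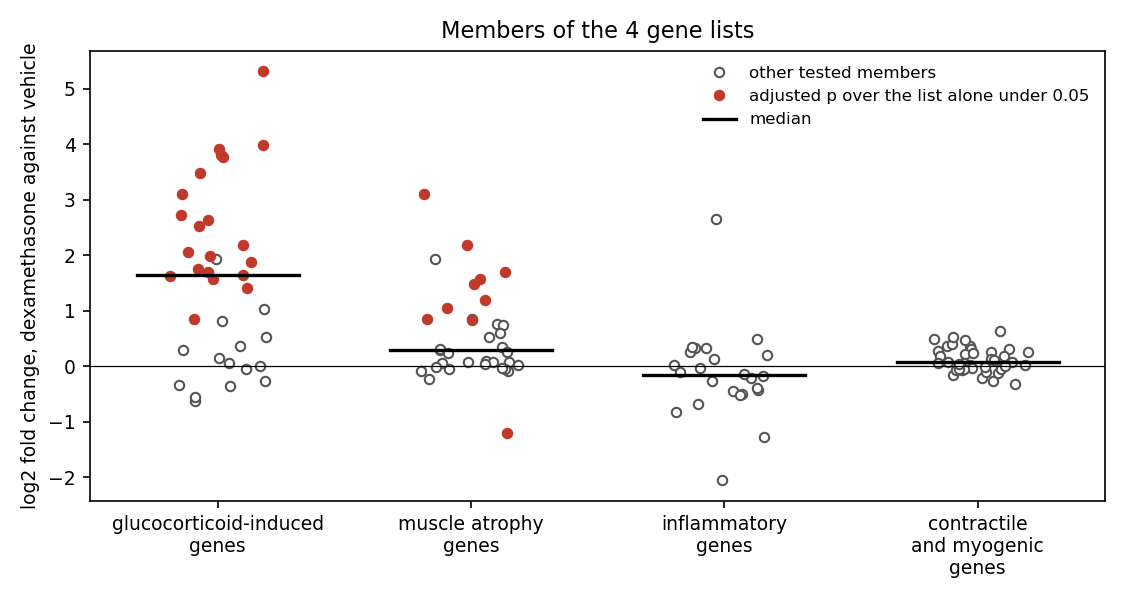
Log2 fold change of each tested member of the 4 gene lists (vertical axis), with medians as black lines and members past an adjusted p of 0.05 over the list alone in red. Medians were 1.64 for glucocorticoid-induced, 0.30 for muscle atrophy, -0.16 for inflammatory and 0.08 for contractile and myogenic genes.

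The third list held 36 inflammatory genes, and 12 of them, among them Tnf, Icam1 and Nos2, had too few counts to test. The 24 others had a median log2 fold change of -0.16, with 9 higher and 15 lower, a camera adjusted p of 0.0867 and a fry adjusted p of 0.170. Without a replicate term, no member passed in edgeR over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 were lower (Cxcl5, Cxcl12 and Ptgs2) and 1 was higher. With the replicate number as a block, 6 members were called lower and 1 higher, though 43 of 238 blocked calls were false in simulation. Cxcl5 fell by 2.06 (SE 0.426) on the log2 scale, and Cxcl12 fell by 1.28 (SE 0.321). Il6 and Ccl2 had 85 counts or fewer in every library and no direction that held when single libraries were left out, with ranges of -0.13 to 0.64 and -0.94 to 1.10. Their standard errors were 0.449 for Il6 and 0.891 for Ccl2 on the log2 scale, so only a large change in them stood to be called.

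The fourth list held 40 contractile and myogenic genes, with 39 tested. Tpm1 was listed at 0 in all 4 libraries and lies in the same stretch of chromosome 9 as Zbtb16. The median log2 fold change was 0.08, with 25 higher and 14 lower, a camera adjusted p of 0.308 and a fry adjusted p of 0.941. Without a replicate term, no member passed in edgeR over all genes or over the list alone, and 1 was higher at an unadjusted p under 0.05. The fit with the replicate number as a block called 8 members higher and 1 lower, but in simulation 43 of its 238 calls were false. The spread within groups was wide. Ttn had 118127 and 41070 scaled CPM in the vehicle libraries and 113355 and 39943 in the dexamethasone libraries. In Myh3 and Neb, too, both replicate 1 libraries lay above both replicate 2 libraries, with log2 fold changes of 0.06 (SE 0.766) and -0.04 (SE 0.515). The median of the list changed sign with the library left out, which follows the replicate number, since dropping a library leaves the numbers unbalanced between groups: it was 0.86 without vehicle replicate 1, -0.44 without vehicle replicate 2, -0.72 without dexamethasone replicate 1 and 0.60 without dexamethasone replicate 2. Among regulators of differentiation, Myod1 changed by -0.27 (SE 0.189), Myog by 0.19 (SE 0.483) and Mymk by 0.25 (SE 0.115), none past the threshold without the block. In the blocked fit Mymk passed (adjusted p 0.0277), and Myod1 (0.0605) and Myog (0.0652) did not. When the gene length correction was added, Mymk (0.0186) and Myod1 (0.0356) passed and Myog (0.0590) did not.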

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

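The number of called genes depended on how the spread between libraries was modelled. Against 5 higher and 0 lower, DESeq2's Wald test called 240 higher and 56 lower (185 and 31 at least 2-fold), edgeR's likelihood ratio test 243 and 45 (196 and 27), and a test of every gene with a count 23 higher, all at least 2-fold. Each of these calls held all 5 genes. limma-voom called 0 genes (540.0 higher and 231.0 lower at an unadjusted p under 0.05), as did an adjusted p under 0.01 (543 and 225). Size factors from DESeq2, upper quartile scaling, at least 10 counts in every sample, thinning to the smallest total and all rows as deposited gave 5 higher genes, the same ones. Library size only gave 4, of which 3 were shared, and an adjusted p under 0.1 gave 6. None of these last 7 called a lower gene. The cause was not tested. The same test recovered fewer changed genes in the simulation with a shift by replicate number. That simulation also drew a smaller spread between libraries, so the fall cannot be put down to the shift alone.

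The labels do not say that the replicate number marks a shared day or batch, and 2 pairs are too few to establish pairing. The differences of replicate 1 from replicate 2 correlated between the groups across 13285 genes (r = 0.734). With the replicate number as a block, 913 genes were higher and 768 lower (256 and 58 at least 2-fold), the 5 genes among them. With the block and a gene length correction, 1062 were higher and 1034 lower (271 and 84 at least 2-fold). The common biological coefficient of variation was 0.0552 with the block and 0.245 without, but only 1 residual degree of freedom is left. In simulation 43 of 238 blocked calls were false. That share was found with 200 changed genes, and it need not hold where another number changed. Under the block Nr3c1 passed the threshold (log2 fold change -1.04, adjusted p 0.000235; -1.03 and 1.18e-05 with the length correction). So did the contractile and myogenic list, at a median of 0.0857 (camera adjusted p 0.0376, fry 0.0434) and of 0.0673 with the length correction (0.0416). Over its alternatives the adjusted p of that list ran from 0.0376 to 0.941. The glucocorticoid-induced and atrophy lists passed under the block with preset camera (adjusted p 1.39e-13 and 6.11e-07) and with fry (0.0434 each). With camera on an estimated correlation under the block, the glucocorticoid-induced list (median 1.63) and the atrophy list (0.30) no longer passed. The contractile list did not pass either, at a camera adjusted p of 0.314 for each list. This test rests on the 1 residual degree of freedom left, so it has little power and does not argue against these lists. The block changed the side of the threshold of 27 of the 39 single genes examined, each in its direction without the block.

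Without the block, an estimated correlation put both lists just outside the threshold at unchanged medians of 1.64 and 0.30 (adjusted p 0.0502 each). That test has 2 residual degrees of freedom, so its power is low as well. Across all alternatives the adjusted p ran from 1.06e-130 to 0.314 for the first and from 6.96e-19 to 0.314 for the second. The inflammatory list passed once, with libraries thinned to the smallest total (median -0.17, adjusted p 0.0255, range 0.0255 to 0.494). Nr3c1 was at -1.03 under DESeq2's Wald test (adjusted p 0.0194) and at -1.03 under the likelihood ratio test (0.0272). Ccl2 reversed under limma-voom (-0.0673) and Il6 under thinning (-0.0637), both at few counts. Of the tested alternatives of 39 single genes, 360 kept their direction and side, 99 became stronger, 7 weaker and 2 reversed.

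Across the 4 fits that each left out one library, medians ran from 1.53 to 1.71 for the glucocorticoid-induced list, from 0.22 to 0.52 (without vehicle replicate 2) for the atrophy list, from -0.22 to -0.11 for the inflammatory list and from -0.72 (without dexamethasone replicate 1) to 0.86 (without vehicle replicate 1) for the contractile list. Its change of sign says nothing on the direction of the treatment effect, since leaving out a library unbalances the replicate numbers and these genes differ by replicate number. Nr3c1 ran from -1.32 to -0.78. Calls were not counted in these fits, which leave 1 library in a group.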

Other observations

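The tests of a deletion, of untranscribed genes, of library depth, of Cdkn2d, of the upstream neighbours and of chromosome X were chosen only after the result was seen, and the others before. Genes named in this part outside the 4 lists were chosen after their values were seen.

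Long stretches of neighbouring genes on one strand had exactly 0 counts in all 4 libraries. Among protein-coding genes, leaving out predicted genes and a few large families such as olfactory receptors, 439 consecutive genes on the minus strand of chromosome 9, from Ap1m2 to Ccr1, were listed at 0. They include Eef1a1, Kmt2a, Smad3, Zbtb16 and Tpm1. Another 128 consecutive genes on the minus strand of chromosome 19, from Pum3 to Cacul1, were also at 0. A deletion in the cell line would empty both strands, yet 433 of 460 plus-strand genes in the chromosome 9 region and 139 of 146 in the chromosome 19 region had counts. On the plus strand 5.87% and 4.79% of the genes there had no counts. Silent genes as the explanation are argued against by subunits of complexes that every cell uses. They were picked by family name, such as those of respiratory complex I, the proteasome and the ribosome. In these 2 stretches 8 of them lie at 0, among them Cox7a2, Mrps22 and Ndufb8. Outside these stretches and those on chromosomes X and 18 described below, 6 of 453 such genes were at 0. A candidate explanation is a gene model in the counting annotation that spans the whole region, for instance because one name was given to separate places. Strand-specific counting would then treat reads of every gene beneath it as ambiguous. Such a model would collect reads from the region, and next to the chromosome 9 stretch Cdkn2d, a gene of about 3 kb, held 525538 counts and ranked 5 among 23048 features in counts per kilobase, with 0.266% to 0.357% of each library. Next to the chromosome 19 stretch the small nucleolar RNA Snora19 held 138680 counts and ranked 1 in counts per kilobase, which its length of 0.132 kb raises. Each was picked as the highest of the features beside its stretch, 8 on chromosome 9 and 10 on chromosome 19. A related test looked outside the stretches: 56.9% of 130 protein-coding genes lying inside another of the same strand had no counts, against 8.95% of 17091 others (Fisher's exact test, one-sided, p 1.73e-42). This would suggest that reads shared by overlapping genes were dropped. The counting annotation was not used here, so the spanning models remain a hypothesis. If it holds, levels of Cdkn2d and Snora19 in these counts do not describe those genes.

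On chromosome X, 80 consecutive plus-strand genes from Btbd35f23 to Wdr44 and 57 consecutive minus-strand genes from Mycs to Btbd35f14 were at 0 in all 4 libraries, among them Ddx3x, Usp9x and Uba1. Here both strands were empty: in the region of the longer stretch 57 of 58 minus-strand genes had no counts. Untranscribed genes as the whole explanation are argued against, since 3 subunits of complexes that every cell uses (Timm17b, Med14 and Ndufb11) were at 0. The empty strands alone cannot tell a deletion from spanning gene models on both strands. A deletion of the whole region would also remove the genes of these 3 subunits. That argues against it if every cell needs them, while a smaller deletion stays open. The 1 minus-strand gene with counts, Btbd35f20, held 60136 and ranked 9 in counts per kilobase, the highest of 10 features next to the shorter stretch. That goes with a gene model that collects reads and against a deletion of everything there, but it is a single gene of a multicopy family, whose reads could come from elsewhere, and no feature beside the longer stretch stood out. On chromosome 18 the 56 genes of the plus-strand stretch from Pcdha2 to Pcdhgc5 belong to the protocadherin clusters, and 2 opposite-strand genes there had counts.

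The libraries differed by replicate number, and of the 3 lists compared for it (contractile and myogenic, cell-cycle and ribosomal protein genes) most in the first. In the blocked fit 2938 genes were higher and 2946 lower in replicate 1 than in replicate 2. The 39 tested contractile and myogenic genes were higher in replicate 1 by a median of 1.25 on the log2 scale in the vehicle group (35 of 39 genes) and of 1.27 in the dexamethasone group (37 of 39). Library depth as the cause is argued against by 2 libraries of similar depth, as dexamethasone replicate 1 had 7.56% fewer counts than vehicle replicate 2 and was still higher by a median of 1.36. A bias with gene length is argued against by the median of 1.30 that remained after a length correction. Carried-over processed RNA would raise ribosomal protein genes alike, and these 76 genes had a median of -0.11. A larger share of differentiated myotubes in replicate 1 may be the cause, but the test did not decide it: 27 tested genes of a list of 30 cell-cycle genes had a median of -0.12 (camera p 0.511), with 14 of 27 higher in vehicle and 10 of 27 higher in dexamethasone. A share of fused cells, the day of differentiation and other differences between cultures stay open. The split runs across both treatment groups, so the treatment does not account for it.

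Genes next to the strongest risers were slightly higher after dexamethasone than other genes. For the 100 rising genes with the smallest p-values, 38 tested genes started within 50 kb downstream on the same strand and 35 ended within 50 kb upstream. Transcription reading past the end of a strongly induced gene would raise the downstream neighbours above the upstream ones. The medians were 0.20 and 0.21, a difference of -0.0027 (one-sided permutation test, 100000 resamples, p 0.515), so the direction it predicts was not seen, though the numbers are too small to exclude some reading through downstream. For the upstream neighbours it cannot be the cause, since they lie before the start of the gene: with the risers themselves left out, 34 upstream neighbours had a median of 0.20 (23 of 34 higher) and 37 downstream neighbours also 0.20 (30 of 37 higher), each above the neighbours of random genes (p 1e-04 in 10000 draws for both, also after adjustment, the smallest these draws can give). Regional differences between libraries unrelated to treatment were tested with a crossed contrast, vehicle 1 and dexamethasone 2 against the other 2 libraries. There the 69 neighbours of the 100 top genes had a median of -0.0024, against 0.20 for the 71 neighbours in the real contrast (one-sided permutation test, p 1e-05, the smallest the resamples can give). The crossed top genes were weaker, with a median log2 fold change of 1.32 against 1.83 and a smallest of 0.41 against 0.90. Their largest unadjusted p was 0.168, against 0.00157 in the real contrast. Many of them may therefore not differ at all, so the comparison does not exclude regional differences. One hypothesis is that neighbours on either side respond together with the riser, for instance through shared regulatory regions. Reads of unannotated ends, starts or antisense transcripts counted to the neighbour stay open.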
